A study of Mus musculus with 3 samples. Its data were reported in "Rewiring STAT signaling from the cell surface with Trikine immunotherapeutics" (2026).

How the data were processed

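Single-cell RNA sequencing of CD45+ cells sorted from KP1 tumors, a mouse small-cell lung cancer (SCLC) model, gave 3 libraries. The groups were mono-IL-10, IL-10/2-Trikine alone, and its combination with an antibody against PD-1, with 1 library each, and they were taken from the sample titles and treatment labels. The number of mice behind each library is not stated in the labels.

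The deposited matrices hold unnormalized UMI counts per gene and barcode, which the authors produced with Cell Ranger. The file headers name version 8.0.0 of that program, while the methods name another version, and the authors aligned reads to a mouse genome build other than the annotation at hand, so no gene coordinates are given. Each matrix holds empty droplets beside cells. Total UMIs were 158570946 in the mono-IL-10 library, 197176873 in the IL-10/2-Trikine library and 175794959 in the combination library. All values were whole numbers.

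Barcodes with at least 200 detected genes and at most 20% mitochondrial UMIs were kept, the limits named in the methods. Counts were scaled to 10000 per cell and log transformed with scanpy 1.11.5 and anndata 0.12.19. The 3 libraries were clustered together without integration on 2000 variable genes, 30 principal components, 20 neighbors and a Leiden resolution of 1 (leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, random seed 1). Mitochondrial, ribosomal, antigen receptor variable, Xist, Y-linked and cell cycle genes were left out of the variable genes. Numerical work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9.

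Clusters were named from marker lists of 16 classes. A marker counted when its mean was at least 1.5-fold that of the other cells and at least 10% of the cluster's cells had a UMI. The class with the largest number of such markers, and at least 3, gave the name, and "-like" in a class name marks this origin. A cluster stayed unnamed when its 10 leading genes held more markers of another class than of its own, or when its depth was under 0.33333 of the typical cell and no own marker led it. This was 1 of 3 naming rules examined, and all of them were examined after the clusters and their shares per library had been seen. The first rule asked for 3 markers among the 50 leading genes and left 4 clusters of T cells, 1 cluster of NK cells and 2 of the 3 clusters of KP1 tumor cells unnamed. It is carried as an alternative. A rule on the largest fraction of a class list gave the same names to all 32 clusters at resolution 1 and other names to 3 of 44 clusters, or 6457 of 71909 cells, at resolution 2. Markers of T cell subsets were counted as T cell markers among the leading genes. Without that allowance 1 naive-like cluster would be unnamed, and this too is carried as an alternative.

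Expression is given as CPM, the UMIs of a gene scaled to the summed UMIs of a class in a library. Because each group is 1 library, no test, p-value, standard error or count of changed genes is given. Shares carry exact (Clopper-Pearson) 95% confidence intervals, ratios of shares carry 95% log intervals, ratios of CPM carry exact conditional binomial intervals, and list medians carry exact order-statistic intervals. All of them cover counting error, or the spread among genes of a list, and not the variation between mice or libraries. For shares of cells with a UMI of a gene, each cell was thinned at random to 1000 UMIs and shallower cells were left out. For Mki67 and the T cell gates, the unthinned shares are given beside them. For most of these, the thinned shares in neutrophil-like cells are given too, as background. Shares of Cd3, Ncr1 and Trdc are given thinned only, with that background for Cd3.

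In T cell-like cells, 7 gene lists were measured as the median log2 ratio of CPM over genes with at least 20 UMIs in the compared pair of libraries. These lists hold 10 core STAT5 targets, 28 IL-2/STAT5 response, 10 STAT3 response, 27 interferon-gamma response, 27 interferon-alpha response, 42 S phase and 54 G2/M phase genes. The core STAT5 targets are the genes that the study lists under this name for another tumor model. The other lists were written by hand. Those of response genes stand in for Hallmark sets and those of S and G2/M phase genes for the Seurat lists, which the study used. Each median was placed among 10000 random lists of the same size matched on expression in 50 bins, as a description of these libraries. Named genes are the 5 highest and 5 lowest log2 ratios among genes with at least 50 CPM in the higher library and 20 UMIs in the pair, leaving out mitochondrial, ribosomal, antigen receptor, hemoglobin, Xist and Y-linked genes. A further 26 genes that the study discusses were measured. T cell-like cells were clustered again on 1500 variable genes at a resolution of 0.8. The size of a named sub-cluster was compared between libraries only where each own marker with at least 50 UMIs per library differed under 2-fold between the libraries inside it.

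The cell filter, the marker and gene lists, the gates, the statistics, the rule for named genes and 16 alternatives were fixed before the data were examined, and 3 further alternatives were added after seeing the data. Those fixed early were at least 500 genes, at most 10% mitochondrial UMIs, removal of doublets called by Scrublet at an expected rate of 10%, resolution 2, a marker gate per cell in place of clusters, all kept cells as denominator, thinning to 500 or to 2000 UMIs or no thinning, 3 detected G2/M genes in place of Mki67, TMM factors from edgeR 4.0.16 in R 4.3.3, median-of-ratios factors, no gene minimum or 200 UMIs, T cell-like cells with no Mki67 UMI, and subtraction of the profile of barcodes with at most 50 UMIs. The later ones were removal of the 10% highest doublet scores per library, the first naming rule, and the naive-like cluster left unnamed. Cluster names were kept, without new clustering, where filters or doublet removal changed the cells.

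The gene ratios, list medians and shares were tested on simulated data, in which counts of 15752 genes were drawn for the IL-10/2-Trikine over mono-IL-10 comparison with 200 changed genes. The 95% intervals covered the truth for 95% of the changed genes and 95.5% of the 15552 unchanged ones, with a median absolute error of 0.04 on the log2 scale. All 10 genes picked by the rule for named genes were truly changed, and 1 of 40 unchanged lists fell outside the central 95% of random lists. For equal rates at unequal depth, the ratio of unthinned shares was 1.33 and that of thinned shares 0.985. The simulated noise was Poisson alone.

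Gene ratios in NK cell-like cells were computed without alternatives and are left out apart from Mki67 and the lists named under the other observations. Flow cytometry, tumor growth and in vitro data of the study are not analyzed here.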

Results

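CD45+ tumor-infiltrating cells were profiled by droplet single-cell RNA sequencing in mice that carried KP1 tumors, grown from a mouse SCLC cell line. Mice received 500000 tumor cells, then cytokine at 3 µg per dose on alternate days between day 7 and day 19 as the sample labels give it, and tumors were collected on day 19. The study's text gives an earlier first day elsewhere for this model, and which one holds for these mice is not settled here. The cytokine was either mono-IL-10, an engineered form of IL-10 alone, or the IL-10/2-Trikine, a fusion designed to engage the IL-10 and IL-2 receptor chains together. In the combination group, the IL-10/2-Trikine was joined by 200 µg per dose of an antibody against PD-1 on days 7, 11, 15 and 19. Read another way, the protocol gave this antibody to every group. Sample titles and treatment labels name it for the combination alone and are followed here, but under the other reading the second comparison would not measure PD-1 blockade. Each of the 3 groups was 1 library, and no untreated library was analyzed here, so no value carries a replicate error and no difference below can be set against the spread between mice.

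Total depth was 158570946 UMIs for mono-IL-10, 197176873 for the IL-10/2-Trikine and 175794959 for the combination. The filters kept 22235, 22707 and 26967 cells in the same order, and 72, 35 and 51 barcodes were removed for mitochondrial content. Median depth was 4774, 5562 and 4273 UMIs per kept cell, with 2124, 2267 and 1945 genes detected. The kept cells fell into 32 clusters. Cells named as leukocytes, which form the denominator of the shares, numbered 19571, 21404 and 24446. KP1 tumor cell-like cells made up 3.62%, 4.43% and 3.64% of kept cells, and unnamed cells 8.36%, 1.31% and 5.71%.

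The first comparison, the IL-10/2-Trikine over mono-IL-10, asks what is added when IL-10 and IL-2 receptor signaling are joined. NK cell-like cells were 6.92% of leukocyte-like cells (95% CI, 6.57 to 7.29) with mono-IL-10 and 23.8% (23.3 to 24.4) with the IL-10/2-Trikine, a ratio of 3.44 (3.25 to 3.64). The alternative that moved this ratio most was the marker gate per cell, which gave 1.54. Part of the NK cell-like cells carried T cell transcripts. After thinning, NK cell-like cells with a UMI of Cd3d, Cd3e or Cd3g rose from 2.47% to 14.7% of leukocyte-like cells, a ratio of 5.95 (5.39 to 6.56). Those without one rose from 4.83% to 9.30%, a ratio of 1.93 (1.78 to 2.08). Thinning can remove Cd3 UMIs, and 534 and 493 of these 1875 cells with the IL-10/2-Trikine lay in the clusters rich in Cd3. The remaining NK cell-like cluster had Ncr1 UMIs in 77.5% of cells and Cd3e UMIs in 9.42%. It rose less, from 3.11% to 4.36% of kept cells. In neutrophil-like cells the thinned share with a Cd3 UMI was 16.4% at a median of 1933 UMIs, against 67.8% of the 6799 cells in the NK cell-like clusters rich in Cd3 at a median of 5449.

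T cell-like cells were 41.5% (40.8 to 42.2) with mono-IL-10 and 44.9% (44.3 to 45.6) with the IL-10/2-Trikine, a ratio of 1.08 (1.06 to 1.11). A naive-like cluster that counted as T cells held 6.58% of kept cells with mono-IL-10, 1.09% with the IL-10/2-Trikine and 0.682% with the combination, and leaving it unnamed gave a ratio of 1.21. Monocyte/macrophage-like cells fell from 38.4% (37.7 to 39.1) to 23.1% (22.6 to 23.7), a ratio of 0.603 (0.585 to 0.621). In 1 cluster of this class, 98.0% of cells had a C1qa UMI and 84.7% a Cd3e UMI, and that cluster held 5.81%, 3.31% and 3.56% of kept cells in the 3 libraries. B cell-like cells were 8.09% (7.71 to 8.48) against 0.794% (0.680 to 0.922), a ratio of 0.0982 (0.0839 to 0.115). Neutrophil-like cells were 1.74% (1.56 to 1.94) against 3.06% (2.83 to 3.29), and cDC2-like cells 2.11% (1.91 to 2.32) against 2.80% (2.59 to 3.03). ILC2-like cells numbered 34 and 110, a ratio of 2.96 (2.01 to 4.34). The ratio for plasmacytoid DC-like cells was 0.690 (0.545 to 0.874), but it was 1.10 when cells needed 500 detected genes. Ratios for mature DC-like cells, 1.30 (0.896 to 1.87), and for the 8 and 11 mast cell/basophil-like cells, 1.26 (0.506 to 3.13), showed no difference detectable at this depth, and the mature DC-like one was 0.824 with called doublets removed.

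**Figure D1:**
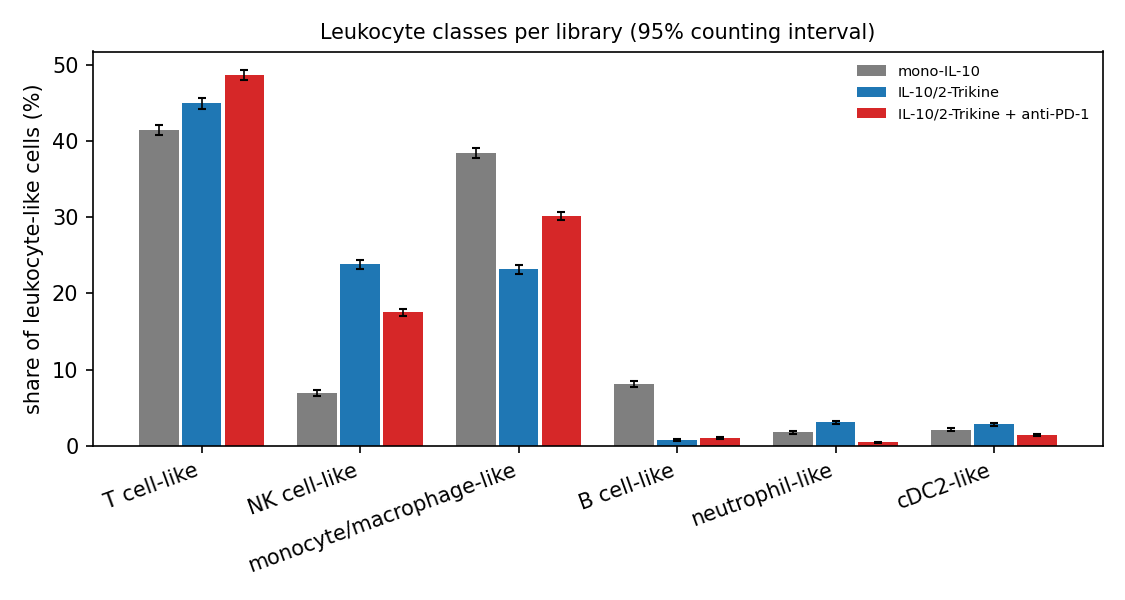
Share of the 6 largest leukocyte-like classes (y axis, % of leukocyte-like cells) in the 3 libraries, 1 bar per library, with exact 95% counting intervals as error bars. NK cell-like cells stand at 6.92%, 23.8% and 17.5%, and B cell-like cells at 8.09%, 0.794% and 1.002% for mono-IL-10, the IL-10/2-Trikine and the combination.

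Cycling was measured as the share of cells with an Mki67 UMI after thinning. In T cell-like cells this share was 11.1% (10.4 to 11.9) of 7305 cells with mono-IL-10 and 23.0% (22.1 to 23.9) of 9017 cells with the IL-10/2-Trikine, a ratio of 2.07 (1.92 to 2.23). Unthinned shares were 23.4% and 45.1% at median depths of 3971 and 4893 UMIs, and 811 and 600 shallow cells were left out of the thinned ones. The alternative that moved the ratio most was naming clusters from the 50 leading genes, which gave 1.15. It drops the T cell-like clusters in which 93.8% and 79.8% of cells had an Mki67 UMI, so it takes out the cycling cells themselves and is no test of this ratio. In NK cell-like cells the thinned share was 6.30% (5.04 to 7.76) of 1301 cells with mono-IL-10 and 22.3% (21.1 to 23.4) of 4836 cells with the IL-10/2-Trikine. Unthinned shares were 15.5% and 41.8% at medians of 3991 and 5149 UMIs, with 54 and 265 shallow cells left out. The background in neutrophil-like cells was 6.46% (3.94 to 9.91) with mono-IL-10 and 5.97% (3.97 to 8.57) with the IL-10/2-Trikine, at median depths of 2038 and 1326.5 UMIs. The NK cell-like share with mono-IL-10 lay inside the interval of that library. The ratio of 3.53 (2.84 to 4.38) thus compares a share above this background with one not separable from it. Neutrophil-like cells were shallower, so free RNA may weigh more in them after thinning, and this background may be too high. Cycling NK cell-like cells were present with mono-IL-10, as a cluster with Mki67 UMIs in 94.0% of its cells held 77 of the 1355. Mki67 expression rose from 334 to 566 CPM in T cell-like cells and from 229 to 548 CPM in NK cell-like cells.

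**Figure D2:**
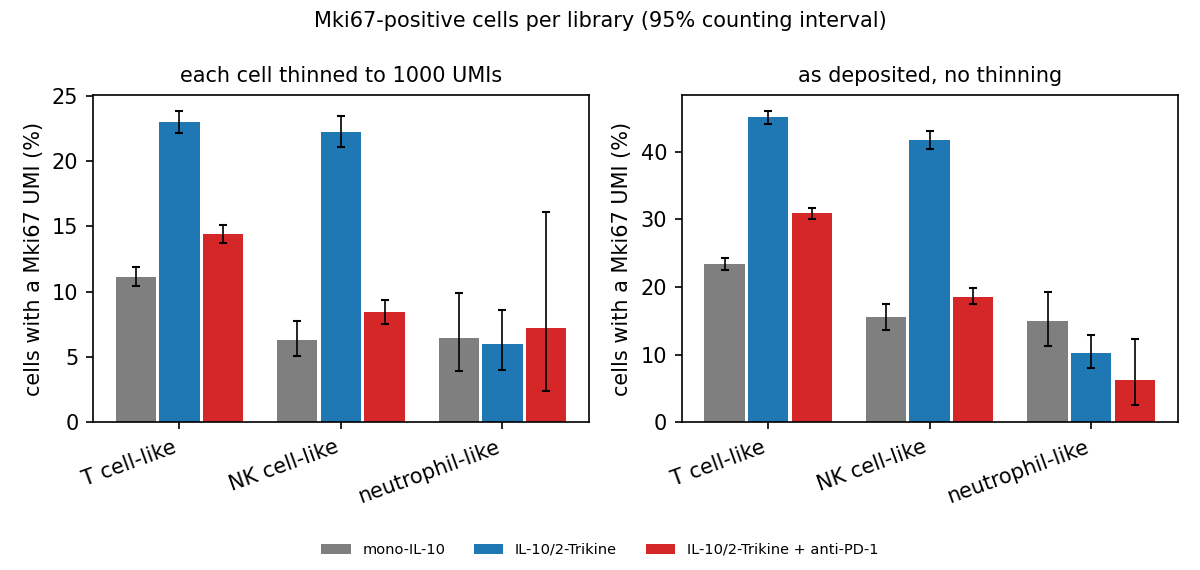
Share of T cell-like, NK cell-like and neutrophil-like cells with an Mki67 UMI (y axis, % of cells), thinned to 1000 UMIs on the left and unthinned on the right, 1 bar per library, with exact 95% counting intervals. Thinned shares of T cell-like cells are 11.1%, 23.0% and 14.4%, and those of neutrophil-like cells, the background, are 6.46%, 5.97% and 7.25%.

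Within T cell-like cells, the CD8 gate held 45.8% with mono-IL-10 and 38.3% with the IL-10/2-Trikine, a ratio of 0.835 (0.805 to 0.866), and unthinned shares were 54.4% and 47.1%. The marker gate per cell moved this ratio most, to 0.685. Neutrophil-like background for this gate was 6.46% and 4.42%. Cd8a and Cd8b1 CPM moved the same way, with ratios of 0.444 and 0.688. The Foxp3-negative CD4 gate held 11.99% and 13.3% (unthinned 19.8% and 22.45%), above a background of 1.70% and 0.885%. The Cd4 CPM ratio was 0.986, so no order is read from this gate. The Foxp3-positive gate held 1.36% (unthinned 4.94%) with mono-IL-10, inside the background interval in neutrophil-like cells (0.680%, 0.0825 to 2.44). With the IL-10/2-Trikine it held 3.29% (unthinned 11.9%), above a background of 0.442% (0.0536 to 1.59). Foxp3 expression was 20.3 and 30.5 CPM. Among Foxp3-negative CD4 cells, the share with both Pdcd1 and Icos was 8.33% and 12.4%, a ratio of 1.49 (1.14 to 1.94) that was 1.29 (0.986 to 1.69) with the naive-like cluster left unnamed, and unthinned shares were 33.6% and 54.9%. Neutrophil-like cells in this gate numbered 5, 4 and 2, too few for a background. Pdcd1 rose from 136 to 189 CPM over all T cell-like cells, while Icos fell from 377 to 328 CPM, a log2 ratio of -0.20 that was 0.14 when clusters were named from the 50 leading genes.

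Clustering of T cell-like cells gave 13 sub-clusters, of which 8 were named and 5 could be compared in size. A CD8 effector-like sub-cluster led by cell cycle genes held 7.04% of T cell-like cells with mono-IL-10 and 15.1% with the IL-10/2-Trikine, a ratio of 2.14 (1.95 to 2.35), which moved most, to 2.07, with called doublets removed. Another CD8 effector-like sub-cluster fell from 15.6% to 5.89%, a ratio of 0.377 (0.343 to 0.414), and the third moved from 22.9% to 24.8%. The regulatory-like sub-cluster held 5.22% and 10.9%, a ratio of 2.08 (1.87 to 2.32). The naive-like sub-cluster that could be compared held 12.2% and 4.88%, a ratio of 0.399 (0.359 to 0.444). Both activated CD4-like sub-clusters and another naive-like one exceeded the limit of 2-fold on marker differences between libraries, at 2.67-fold for Il21, 2.85-fold for Pdcd1 and 2.85-fold for Ccr7, so their sizes were not compared. An unnamed sub-cluster with the S phase gene Rrm2 among its 10 leading genes was outside the comparison too. It held 1.61% of T cell-like cells with mono-IL-10, 10.8% with the IL-10/2-Trikine and 8.70% with the combination. The CD8 effector-like sub-cluster led by cell cycle genes is therefore not a measure of all cycling T cell-like cells.

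Gene lists were read in 46117052 summed T cell-like UMIs with mono-IL-10 and 81558064 with the IL-10/2-Trikine. The median log2 ratio of all 15418 genes was -0.17 under total scaling, against -0.0012 under TMM and 0.026 under median-of-ratios factors, so list medians are also given relative to it. S phase genes had a median log2 ratio of 0.89 (0.74 to 0.997), or 1.07 relative to all genes, with 42 of 42 genes above 0, and the median was 0.085 in T cell-like cells with no Mki67 UMI. G2/M phase genes had a median of 0.84 (0.74 to 0.90), or 1.01 relative to all genes, with 53 of 54 genes above 0. Interferon-alpha response genes had a median of -0.89 (-1.61 to -0.75), or -0.72 relative to all genes, with 0 of 27 genes above 0. Interferon-gamma response genes had a median of -0.46 (-0.67 to -0.19), or -0.28 relative to all genes, but -0.062 (-0.25 to 0.08) in cells with no Mki67 UMI. IL-2/STAT5 response genes had a median of 0.01 (-0.20 to 0.40), or 0.19 (-0.027 to 0.58) relative to all genes, at percentile 74.8 of random lists, 0.48 (0.16 to 0.73) in cells with no Mki67 UMI and -0.12 under the marker gate. STAT3 response genes had a median of -0.04 (-0.57 to 0.10), or 0.13 (-0.40 to 0.28) relative to all genes. Core STAT5 targets had one of -0.02 (-0.38 to 1.19), or 0.16 (-0.20 to 1.36) relative to all genes. The sign of the STAT3 median was positive under TMM, median-of-ratios and in cells with no Mki67 UMI, at 0.13, 0.16 and 0.28, and the core STAT5 median was 0.15 under TMM.

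**Figure D3:**
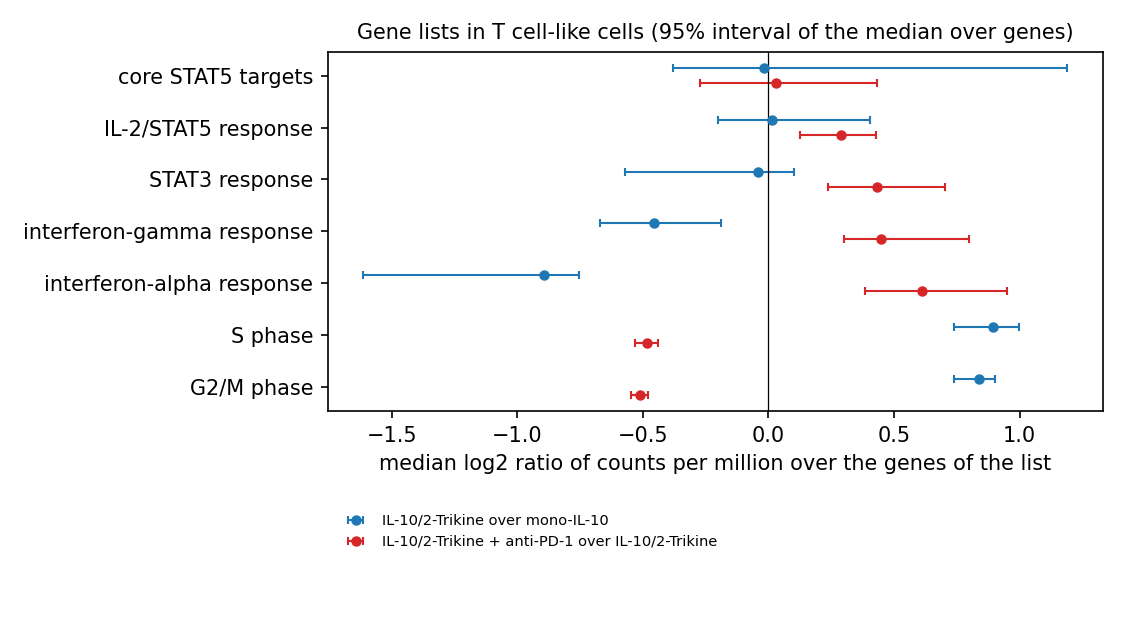
Median log2 ratio of CPM in T cell-like cells (x axis) for the 7 gene lists, for the IL-10/2-Trikine over mono-IL-10 (blue) and the combination over the IL-10/2-Trikine (red), with 95% order-statistic intervals over the genes of each list. Interferon-alpha response genes lie at -0.89 for the IL-10/2-Trikine over mono-IL-10 and at 0.61 for the combination over the IL-10/2-Trikine, and S phase genes at 0.89 and -0.48.

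Of 3801 genes that could be ranked, the highest log2 ratios were those of Ifitm2 (ENSMUSG00000060591), 1500009L16Rik (ENSMUSG00000087651), Ifitm1 (ENSMUSG00000025491), Ifitm3 (ENSMUSG00000025492) and Rrm2 (ENSMUSG00000020649). Ifitm2 rose from 110 to 735 CPM, a ratio of 6.70 (6.51 to 6.89) and a log2 ratio of 2.74, which moved most under the marker gate, to 2.44. The log2 ratios of the other 4 were 2.47, 2.45, 2.18 and 1.57. The lowest were those of Jun (ENSMUSG00000052684), Eomes (ENSMUSG00000032446), Trerf1 (ENSMUSG00000064043), Tcf7 (ENSMUSG00000000782) and Hspa1b (ENSMUSG00000090877), at -2.21, -1.85, -1.72, -1.65 and -1.65. Jun was at 157 CPM with mono-IL-10 and at 33.9 CPM with the IL-10/2-Trikine. The Hspa1b value was 0.19 when clusters were named from the 50 leading genes. Among genes that the study discusses, the log2 ratio was 1.04 for Cdk1, 0.78 for Cdk2, 0.74 for Cdk4, 0.20 for Cdk9 and -0.21 for Cdk7, and Cdk7 was at -0.04 relative to all genes. Il2ra rose from 85.7 to 232 CPM, a log2 ratio of 1.44, and Il10ra fell from 57.5 to 22.7 CPM, a log2 ratio of -1.34. Gzmb, at 3655 and 3710 CPM, had a log2 ratio of 0.02, and it was -0.14 with the naive-like cluster left unnamed.

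The second comparison, the combination over the IL-10/2-Trikine, asks what PD-1 blockade adds. T cell-like cells were 48.7% (48.0 to 49.3) in the combination, a ratio of 1.08 (1.06 to 1.10), and NK cell-like cells 17.5% (17.03 to 18.0), a ratio of 0.734 (0.708 to 0.762). The marker gate per cell turned both directions around, to 0.872 and 1.37. NK cell-like cells with a Cd3 UMI fell from 14.7% to 7.63% after thinning, a ratio of 0.519 (0.491 to 0.550), while those without one had a ratio of 1.06 (0.997 to 1.12). The NK cell-like cluster with few Cd3e UMIs rose from 4.36% to 5.74% of kept cells. Monocyte/macrophage-like cells were 30.2% (29.6 to 30.7), a ratio of 1.30 (1.26 to 1.34). B cell-like cells were 1.002% (0.881 to 1.14), a ratio of 1.26 (1.04 to 1.53), but with at least 500 detected genes it was 1.13 (0.922 to 1.38), with no detectable difference. Lower shares in the combination were found for neutrophil-like cells at 0.462%, with a ratio of 0.151 (0.124 to 0.185), and for cDC2-like cells at 1.40%, with a ratio of 0.499 (0.438 to 0.569). The ratio was 0.239 (0.160 to 0.357) for ILC2-like and 0.618 (0.427 to 0.894) for mature DC-like cells, the latter 0.978 (0.635 to 1.51) with called doublets removed and 0.723 (0.488 to 1.07) with at least 500 detected genes. The plasmacytoid DC-like ratio was 0.810 (0.626 to 1.05), with no detectable difference, but 0.733 (0.561 to 0.958) with at least 500 detected genes, so it is left undecided. No difference was detectable for mast cell/basophil-like cells (0.955, 0.422 to 2.16).

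Thinned Mki67 shares were 14.4% (13.7 to 15.1) of 10373 T cell-like cells in the combination, a ratio of 0.626 (0.590 to 0.665). In NK cell-like cells they were 8.42% (7.56 to 9.35) of 3822 cells, a ratio of 0.379 (0.337 to 0.426). The shares of both classes lay inside the neutrophil-like background interval (7.25%, 2.39 to 16.1, median 1410 UMIs), which rests on 69 cells. With so few cells, this interval cannot tell a share at background from one above it. The T cell-like share lay above the background intervals of both other libraries, which reached 9.91% with mono-IL-10 and 8.57% with the IL-10/2-Trikine. The NK cell-like share lay inside both, so its ratio compares a share not separable from this background with one above it. Unthinned shares were 30.9% and 18.6% at medians of 3874 and 3417 UMIs, with 1522 and 457 shallow cells left out. The CPM ratio of Mki67 was 0.684 in T cell-like and 0.482 in NK cell-like cells. The Foxp3-negative CD4 gate rose to 20.3% (unthinned 29.1%), a ratio of 1.53 (1.43 to 1.63), above a background of 2.90%. Cd4 rose from 165 to 297 CPM. Within it, the share with both Pdcd1 and Icos was 15.8% (unthinned 63.3%), a ratio of 1.27 (1.06 to 1.52) that was 1.17 (0.819 to 1.66) when thinned to 500 UMIs. The CD8 gate held 34.2% (unthinned 38.7%), while Cd8a CPM rose with a ratio of 1.23 and Cd8b1 CPM fell with a ratio of 0.856. The genes of the gate went opposite ways, so no order is read from it. The same holds for the Foxp3-positive gate at 3.06% (unthinned 9.70%), since the Foxp3 CPM ratio was 1.15 and background in the combination reached up to 5.21%. The cell cycle-led CD8 effector-like sub-cluster fell to 6.15% of T cell-like cells, a ratio of 0.408 (0.375 to 0.444). The unnamed sub-cluster with Rrm2 among its leading genes held 8.70%, against 10.8% with the IL-10/2-Trikine. The other pair of CD8 effector-like sub-clusters had ratios of 2.08 (1.90 to 2.29) and 0.741 (0.704 to 0.780). The regulatory-like sub-cluster showed no detectable difference (0.964, 0.892 to 1.04), and the compared naive-like one had a ratio of 1.71 (1.54 to 1.90).

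In T cell-like cells of this comparison, interferon-alpha response genes had a median log2 ratio of 0.61 (0.39 to 0.95), with 25 of 27 genes above 0, and interferon-gamma response genes one of 0.45 (0.30 to 0.80), with 27 of 27 above 0. STAT3 response genes were at 0.43 (0.24 to 0.70) and IL-2/STAT5 response genes at 0.29 (0.13 to 0.43), the latter at 0.068 (-0.022 to 0.24) in cells with no Mki67 UMI, while core STAT5 targets were at 0.03 (-0.27 to 0.43). S phase and G2/M phase genes were at -0.48 (-0.53 to -0.44) and -0.51 (-0.55 to -0.48), with 0 genes above 0 in either list, but at 0.028 and 0.13 in cells with no Mki67 UMI. Among 3582 ranked genes, the highest log2 ratios were those of Ccl3 (ENSMUSG00000000982), Iigp1 (ENSMUSG00000054072), Penk (ENSMUSG00000045573), Isg15 (ENSMUSG00000035692) and Ccl4 (ENSMUSG00000018930), at 1.56, 1.46, 1.26, 1.20 and 1.10. Ccl3 rose from 201 to 593 CPM. The lowest were those of 1500009L16Rik, Plk1 (ENSMUSG00000030867), Esco2 (ENSMUSG00000022034), Idi1 (ENSMUSG00000058258) and Rrm2, at -1.18, -0.82, -0.82, -0.78 and -0.76. The log2 ratio was 0.55 for Ifng, 0.61 for Pdcd1, 0.57 for Icos, 0.07 for Cd44, 0.13 for Gzmb and -0.21 for Gzmk. Naming clusters from the 50 leading genes put Cd44 at -0.075 and Gzmb at -0.016.

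The third comparison set the combination against mono-IL-10. T cell-like cells had a ratio of 1.17 (1.15 to 1.20), NK cell-like cells 2.53 (2.39 to 2.68), monocyte/macrophage-like cells 0.785 (0.765 to 0.806) and B cell-like cells 0.124 (0.108 to 0.142). The ratio of thinned Mki67 shares was 1.29 (1.19 to 1.40) in T cell-like cells. It was 0.922 when clusters were named from the 50 leading genes, which drops the same cycling clusters. The T cell-like share of the combination lay inside its background interval, but that interval rests on 69 neutrophil-like cells and decides nothing. The share lay above the background intervals of both other libraries. The CPM ratio of Mki67 in T cell-like cells was 1.16 (1.14 to 1.18). In NK cell-like cells both thinned shares lay inside the background intervals, that of the combination resting on 69 neutrophil-like cells, so no order is read from their ratio of 1.34 (1.06 to 1.69). The CPM ratio of Mki67 in them was 1.15 (1.09 to 1.22). Cycling cells were present in both libraries, as a cluster with Mki67 UMIs in 94.0% of its cells held 77 and 457 of the 1355 and 4279 NK cell-like cells. The Foxp3-negative CD4 gate had a ratio of 1.69 (1.58 to 1.82) and the share with both Pdcd1 and Icos within it one of 1.90 (1.49 to 2.41). Interferon-alpha response genes had a median log2 ratio of -0.49 (-0.75 to -0.23), interferon-gamma response genes 0.02 (-0.03 to 0.12), IL-2/STAT5 response genes 0.34 (0.15 to 0.73) and S phase genes 0.42 (0.32 to 0.44). G2/M phase genes were at 0.30 (0.26 to 0.36), STAT3 response genes at 0.34 (-0.33 to 0.73) and core STAT5 targets at 0.14 (-0.17 to 0.89). The median of all genes was -0.091 here under total scaling and 0.027 under TMM. Relative to all genes the same medians were -0.40, 0.11, 0.43 and 0.51, then 0.39, 0.43 and 0.23. The highest of 3733 ranked genes were Ifitm2, Ifitm1, Ifitm3, Ramp3 (ENSMUSG00000041046) and Gm48236 (ENSMUSG00000113741), with log2 ratios of 2.59, 2.47, 2.30, 1.94 and 1.68. The lowest were Jun, Eomes, Tcf7, Aff3 (ENSMUSG00000037138) and Tespa1 (ENSMUSG00000034833), at -2.10, -1.81, -1.79, -1.76 and -1.68.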

Values the study reported

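The study kept 58566 cells after its filters, of which 18678 came from mono-IL-10, 17765 from IL-10/2-Trikine and 22123 from the combination with anti-PD-1. Exclusion of cells without an identity left 54788 cells, with 17608, 16685 and 20495 in the same order. The T cells numbered 21935, with 6191, 6915 and 8829 in the same order.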

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

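The unthinned test on Ptprc in KP1 tumor cell-like cells was chosen only after thinned values had been seen. These signals lie outside the leukocytes that the comparisons use, and they are listed because both exceed the 3 cells, or 0.00417% of the 71909 kept cells, that a count of 0 would allow. Any cluster passes that limit, so it lends no support to either signal.

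The first signal is 2792 KP1 tumor cell-like cells in a sort on CD45, 3.88% of kept cells. This count depends on the naming rule, since names from the 50 leading genes would keep 1194 of them, in 1 cluster, and leave the clusters of 1122 and 476 cells unnamed. Doublets of tumor cells with leukocytes were tested through Ptprc, the gene of CD45. A doublet holds all UMIs of its leukocyte, so the share was read unthinned over all 2792 cells, including 801 too shallow to be thinned. It was 26.6% (24.9 to 28.3), against 79.0% (76.5 to 81.3) in neutrophil-like cells, the lowest of the 9 leukocyte classes with at least 100 cells, and 96.6% in T cell-like cells. Mast cell/basophil-like cells, 31 in all, were not measured. If most of the cells were doublets with the measured classes, at least 38.2% would have a Ptprc UMI, so doublets with leukocytes are argued against as the source of most of them. The share was 15.2%, 29.9% and 47.1% in the 3 clusters of the class, at median depths of 824, 15470 and 2001 UMIs, so most of the last may be doublets and part of the others is not excluded. Tumor cells carried through the sort stay open. Cells were 3.62%, 4.43% and 3.64% of kept cells in mono-IL-10, the IL-10/2-Trikine and the combination, and the yield of the sort and the treatment are confounded with the libraries.

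The second signal is the largest unnamed cluster, with 2744 cells at a median of 721 UMIs, 3.82% of kept cells. It made up 6.67% of kept cells in mono-IL-10, 0.167% in the IL-10/2-Trikine and 4.53% in the combination. Free RNA of empty droplets was tested by the Spearman correlation across genes, which are not independent replicates, between the summed cluster and the empty droplets of its own library. It was 0.897 in mono-IL-10, closer than the 0.844 of T cell-like cells, but 0.819 in the combination, less close than the 0.864 of T cell-like cells. In the IL-10/2-Trikine, with 38 cells of the cluster, it was 0.787, also less close than the 0.924 of T cell-like cells. Droplets of free RNA and sparse cells cannot be told apart here, since the libraries that hold most of the cluster point opposite ways. Cells that lost their cytoplasm were tested by mitochondrial content. The median was 1.59% against 1.44% in all kept cells, where such cells were predicted to have under 0.5 of that level. This cannot decide the question, since free RNA is not excluded in these droplets and could add mitochondrial UMIs. A difference between the treatments stays open and was not tested. The other unnamed clusters held 1.24% and 0.445% of kept cells in mono-IL-10, 0.696% and 0.449% in the IL-10/2-Trikine, and 0.623% and 0.553% in the combination.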

How the results depend on the processing

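The tests with the 10% highest doublet scores removed, with names from the 50 leading genes and with the naive-like cluster left unnamed were chosen only after results had been seen. The first, the second and the third comparison are those of the report, in its order. Values are ratios of shares for classes, gates and sub-clusters, and log2 ratios for lists and genes, all in T cell-like cells where no class is named. Unless a construction is named, the cause was not tested.

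The limit of 10% mitochondrial UMIs left 60 of 60 shares, gates, sub-clusters and list medians, and 141 of 141 single genes, within their intervals. Ambient subtraction left 14 of 14 list medians within theirs and moved 7 of 141 genes without a change of sign. Dropping the gene minimum changed none of the 14 medians and so tests nothing, and 200 UMIs changed only 2 of them, both within their intervals.

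With at least 500 detected genes, the 14 thinned shares could not move, since no cell behind them was removed. Of the other 46 results 41 stayed within their intervals, as did 141 of 141 genes. In the first comparison the plasmacytoid DC-like ratio turned to 1.10, and the ratios were 0.121 for B cell-like and 1.23 for neutrophil-like cells. The compared naive-like sub-cluster, whose cells are shallow, had 0.230 in the first and 2.52 in the second comparison. In the second, ratios stayed within their main intervals but changed side of detection for B cell-like cells at 1.13 (0.922 to 1.38), mature DC-like cells at 0.723 (0.488 to 1.07) and plasmacytoid DC-like cells at 0.733 (0.561 to 0.958).

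With called doublets removed, 47 of 60 results stayed within their intervals, and 35 of 141 genes moved with none turned around. T cell-like ratios were 1.03, 1.04 and 1.07 in the 3 comparisons. Monocyte/macrophage-like ratios were 0.569 in the first and 1.44 in the second, and mature DC-like ratios 0.824 and 0.978. In the second comparison B cell-like cells had 1.59, cDC2-like cells 0.656, and Mki67 in T cell-like cells 0.686. The largest CD8 effector-like sub-cluster had 1.17 and 0.667 in the first and second, and the compared naive-like one 1.53 in the second. The automatic threshold called 14.9%, 19.1% and 4.11% of cells doublets in mono-IL-10, the IL-10/2-Trikine and the combination, so this removal was uneven by construction. With the 10% highest scores removed in each library, 56 of 60 results and 135 of 141 genes stayed within their intervals. T cell-like ratios were then 1.06 in the first and 1.13 in the third comparison, and monocyte/macrophage-like ratios 0.551 in the first and 1.39 in the second.

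Leiden resolution 2 left 49 of 50 results and 141 of 141 genes within their intervals, and moved the NK cell-like ratio of the second comparison to 0.708. With all kept cells as denominator, T cell-like ratios were 1.16, 1.04 and 1.21 in the 3 comparisons, and NK cell-like ratios 3.69 in the first and 0.706 in the second.

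The marker gate per cell counts NK cell-like cells with 2 T cell UMIs as T cells by construction, and its limit depends on depth. It left 35 of 50 results within their intervals, 1 of them unchanged. T cell ratios were 1.48, 0.872 and 1.29 in the 3 comparisons, the second turned around. NK cell ratios were 1.54, 1.37 and 2.11, the second turned around. The first comparison gave 0.893 for mature DC-like cells, 2.12 for Mki67 in NK cells, 0.685 for the CD8 gate and, turned around, 0.873 for the CD4 gate. The second gave 0.559 for Mki67 in T cells, 0.658 for Mki67 in NK cells, 1.75 for the CD4 gate, -0.59 for G2/M phase genes and, turned around, 1.004 for the CD8 gate. Of 141 genes, 87 moved and 2 turned around, Il10 to -0.077 in the first and Penk to -0.051 in the third comparison.

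Thinning to 500 UMIs left 13 of 14 shares within their intervals and moved the share with Pdcd1 and Icos to 2.25 in the first comparison. Thinning to 2000 UMIs left 11 of 14 within theirs and moved Mki67 in T cell-like cells to 2.24 in the first and 1.46 in the third, and the CD8 gate to 0.858 in the second. Without thinning, 9 of 14 stayed within their intervals. Mki67 was at 0.685 in T cell-like cells in the second comparison and at 2.70 and 0.445 in NK cell-like cells in the first and second, the CD8 gate at 0.821 and the CD4 gate at 1.30 in the second. With 3 detected G2/M genes in place of Mki67, 2 of 6 ratios stayed within their intervals, and those in the first and second comparisons were 1.51 and 0.831 in T cell-like and 1.82 and 0.670 in NK cell-like cells.

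TMM and median-of-ratios factors shift all genes alike by construction. In the first comparison TMM gave 0.13 for STAT3 response, -0.72 for interferon-alpha response, 1.07 for S phase and 1.01 for G2/M phase genes, and median-of-ratios gave 0.16, -0.70, 1.09 and 1.04. In the second, S phase and G2/M phase genes were at -0.54 and -0.57 under TMM and at -0.55 and -0.58 under median-of-ratios. Both left 8 of 14 list medians within their intervals, and under median-of-ratios the interferon-gamma response median of the first comparison, -0.26 (-0.47 to 0.010), had an interval that reached 0. They moved 120 and 130 of 141 genes and turned around 1, Cdk7 in the third comparison, to 0.0029 and 0.016.

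T cell-like cells with no Mki67 UMI are selected against cycling by construction, and their depth is lower since Mki67 was read unthinned. In the first comparison S phase genes were at 0.085, G2/M phase at 0.049, IL-2/STAT5 response at 0.48, STAT3 response at 0.28, interferon-gamma response at -0.062 and interferon-alpha response at -0.50. In the second, S phase genes turned to 0.028 and G2/M phase genes to 0.13, IL-2/STAT5 response genes were at 0.068 and interferon-alpha response genes at 0.29. The other 4 of 14 medians stayed within their intervals.

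Names from the 50 leading genes leave 4 T cell-like, 1 NK cell-like and 2 KP1 tumor cell-like clusters unnamed by construction. Mki67 UMIs were found in 93.8% and 79.8% of cells in a pair of these T cell-like clusters and in 94.0% in the NK cell-like one, so the cycling cells are removed, and the Mki67 ratios and the S phase and G2/M phase medians below are no test of cycling. Of 50 results, 26 stayed within their intervals. In the 3 comparisons T cell-like ratios were 1.44, 1.16 and 1.66, NK cell-like ratios 2.65, 0.863 and 2.29, Mki67 ratios in T cell-like cells 1.15, 0.799 and 0.922, and in NK cell-like cells 1.91, 0.499 and 0.952, with the third turned around in both classes. In the first and second comparisons monocyte/macrophage-like ratios were 0.650 and 1.16, CD4 gate ratios 1.01 and 1.37, interferon-alpha response medians -0.44 and 0.35, S phase medians 0.37 and -0.28, and G2/M phase medians 0.44 and -0.29. The second also gave 0.772 for the Foxp3-positive gate and 0.082 for IL-2/STAT5 response genes. Of 141 genes, 102 moved and 20 turned around. These were, in the first comparison, Hspa1b at 0.19, Icos at 0.14, Il10rb at 0.039, Il2rg at 0.023, Tespa1 at 0.020 and Il2rb at -0.047. In the second they were Hspa1b at -0.36, Jun at -0.31, Foxp3 at -0.31, Cd44 at -0.075, Il10rb at -0.051, Gzmb at -0.016, Il10ra at -0.015, Cish at -0.015 and Socs3 at -0.0016. In the third they were Ifng at -0.52, Ccl3 at -0.19, Plk1 at -0.13, Cdk4 at -0.11 and Cdk9 at -0.050.

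Leaving the naive-like cluster unnamed cannot move the 3 Mki67 ratios in NK cell-like cells, and kept 39 of the other 47 results within their intervals. In the first and the third comparison T cell-like ratios were 1.21 and 1.31, NK cell-like ratios 3.22 and 2.36, and Mki67 ratios in T cell-like cells 1.84 and 1.14. The first also gave 0.564 for monocyte/macrophage-like cells and 0.72 for G2/M phase genes. Of 141 genes, 58 moved and 5 turned around, Gzmb to -0.14, Il10 to -0.063 and Il2rb to -0.017 in the first comparison, and Gzmb to -0.023 and Penk to -0.079 in the third.

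Depth limits the rarest classes, of which mast cell/basophil-like cells had 8 to 12 cells per library, and the shares at background, which cannot show a difference between libraries. No paired analysis was possible because each group is 1 library from other mice.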

Other observations

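The tests on doublets in the NK cell-like share, on free T cell RNA, and on cycling cells behind both interferon lists were chosen only after the results had been seen, as were the limit that picked the clusters rich in Cd3, the list of stress genes and the test on that whole list. Since each treatment is 1 library, any difference below could also reflect the library or the mice. Differences from the study may come from the cell names, which were rebuilt here, with an NK cell-like ratio of 1.54 under the marker gate, or from the set of cells. Kept cells numbered 22235, 22707 and 26967 here. That is higher in each library than the counts quoted from the study above, under the limits that its methods name. The deposited matrices hold all barcodes, and whether a cell call came before those limits was not tested.

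The NK cell-like share was higher with the IL-10/2-Trikine than with mono-IL-10. Doublets of NK and T cells are argued against as the whole cause, since the ratio was 3.45 with called doublets removed, inside its interval of 3.25 to 3.64. In the NK cell-like clusters rich in Cd3, 67.8% of cells (66.7 to 68.9) had a Cd3 UMI at 1000 UMIs per cell. The share was 16.4% (14.0 to 19.2) in neutrophil-like cells. The clusters were picked for a Cd3 share over a limit that itself exceeded the neutrophil-like share. The outcome was thus fixed, and free T cell RNA as the source of Cd3 UMIs in these clusters stays open. In these clusters Ncr1, an NK cell receptor gene, was found in 8.59% of cells with a Cd3 UMI (7.80 to 9.44) and in 23.1% of cells without one (21.4 to 24.9). This is what T-lineage cells grouped with NK cells would give, and a candidate explanation is that much of the NK cell-like rise comes from NK-like T cells. Trdc UMIs were found in 11.9% of cells in the larger of these clusters with mono-IL-10, 16.5% with the IL-10/2-Trikine and 12.3% with the combination. In the other one they were found in 10.5%, 7.08% and 6.65% of 76, 1653 and 451 cells in the same order, so Trdc gives no common direction between libraries. Gamma-delta receptor genes were among the 10 leading genes of both clusters, Trdc and Trgc4 in the larger and Trgc4 and Trgv1 in the other. Trdc shares were 0.507%, 1.30% and 0.694% in T cell-like cells, but 5.68%, 9.16% and 7.66% in the remaining NK cell-like cluster. Whether the cells are gamma-delta T cells was not tested.

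Interferon-alpha response genes were lower in T cell-like cells with the IL-10/2-Trikine than with mono-IL-10. A larger number of cycling cells is argued against as the whole cause, since the median was -0.50 (-0.79 to -0.27) in cells with no Mki67 UMI. A lower interferon exposure of the whole sample stays open. It predicted a lower median in monocyte/macrophage-like cells too, which was -0.20 (-0.30 to -0.05), and medians were -1.503 in B cell-like, -0.63 in NK cell-like and -0.39 in neutrophil-like cells. Here and below, gene values of monocyte/macrophage-like cells leave out clusters of this class where most cells had a Cd3e UMI. For interferon-gamma response genes, more cycling cells may account for the lower median, which was -0.062 (-0.25 to 0.08) in cells with no Mki67 UMI. The median of these genes was 0.14 (-0.009 to 0.36) in monocyte/macrophage-like and 0.23 (0.06 to 0.40) in neutrophil-like cells. It was -0.60 (-0.85 to -0.28) in NK cell-like and -0.095 (-0.36 to 0.04) in B cell-like cells.

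Jun and Hspa1b were among the lowest genes in T cell-like cells with the IL-10/2-Trikine, which raised the question of cell handling. In monocyte/macrophage-like cells their log2 ratios were -0.18 (-0.21 to -0.14) and -1.22 (-1.31 to -1.13), below 0 as well, so a difference in handling between the libraries is a candidate explanation for these genes. They were also below 0 in NK cell-like cells, at -3.17 (-3.27 to -3.07) and -3.32 (-3.53 to -3.11). The same held in B cell-like cells, at -1.28 (-1.49 to -1.07) and -5.86 (-7.74 to -4.50). The last value rests on 4 Hspa1b UMIs with the IL-10/2-Trikine. In neutrophil-like cells they were -0.037 (-0.18 to 0.11) and 0.061 (-0.45 to 0.59), with no detectable difference. A list of 42 immediate-early and heat shock genes had a median of -1.14 (-1.38 to -0.65) in NK cell-like cells and 0.10 (-0.029 to 0.24) in monocyte/macrophage-like cells, where 23 genes were above 0 and 19 were not. For the list as a whole, handling and a difference between the treatments cannot be told apart, since the macrophage median lies near 0 over genes that go both ways. In T cell-like cells the median was -0.21 (-0.53 to -0.13), against -0.17 (-0.34 to -0.04) over the 38 genes left without those among the highest or lowest in T cell-like or NK cell-like cells, and a median of -0.17 over all genes.

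Ifitm1, Ifitm2 and Ifitm3 were higher in T cell-like cells with the IL-10/2-Trikine. Free RNA from myeloid cells is argued against, since subtraction of the empty-droplet profile, set at 2.25% of T cell-like UMIs with mono-IL-10 and 2.31% with the IL-10/2-Trikine, left 2.46, 2.83 and 2.29, the smallest far above the 1 that was set as the limit. The treatment remains a hypothesis, and reads shared among these related genes were not tested.

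B cell-like cells and the naive-like cluster of T cells lay mostly in the mono-IL-10 library. Blood carried into the suspension may explain this. Hemoglobin transcripts made up 16.1 CPM of the empty droplets with mono-IL-10 (12.4 to 20.6), from 63 UMIs, against 2.66 CPM (1.37 to 4.64) with the IL-10/2-Trikine and 1.61 CPM (0.331 to 4.70) with the combination. Neutrophil-like cells, also common in blood, were more frequent with the IL-10/2-Trikine than with mono-IL-10, which counts against blood alone. With the combination they were less frequent, a ratio of 0.265 (0.215 to 0.328) over mono-IL-10, which goes with blood. These cells therefore do not decide the question, and lymphoid tissue at the tumor was not tested.

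Other values belong to no comparison. Clusters with markers of 2 lineages were kept under the class of their leading genes in the report. The gene values of monocyte/macrophage-like cells in this section leave out its clusters where most cells had a Cd3e UMI. Besides the cluster with C1qa and Cd3e UMIs given in the report, a monocyte/macrophage-like cluster had Cd3e UMIs in 76.6% of its cells and a B cell-like one had C1qa UMIs in 75.5%. Xist was at 868, 662 and 735 CPM in mono-IL-10, the IL-10/2-Trikine and the combination, and 8 Y-linked genes together at 0.666, 1.27 and 0.844 CPM.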
